# Benzoxazinoids in Root Exudates of Maize Attract *Pseudomonas putida* to the Rhizosphere

**DOI:** 10.1371/journal.pone.0035498

**Published:** 2012-04-24

**Authors:** Andrew L. Neal, Shakoor Ahmad, Ruth Gordon-Weeks, Jurriaan Ton

## Abstract

Benzoxazinoids, such as 2,4-dihydroxy-7-methoxy-2*H*-1,4-benzoxazin-3(4*H*)-one (DIMBOA), are secondary metabolites in grasses. In addition to their function in plant defence against pests and diseases above-ground, benzoxazinoids (BXs) have also been implicated in defence below-ground, where they can exert allelochemical or antimicrobial activities. We have studied the impact of BXs on the interaction between maize and *Pseudomonas putida* KT2440, a competitive coloniser of the maize rhizosphere with plant-beneficial traits. Chromatographic analyses revealed that DIMBOA is the main BX compound in root exudates of maize. *In vitro* analysis of DIMBOA stability indicated that KT2440 tolerance of DIMBOA is based on metabolism-dependent breakdown of this BX compound. Transcriptome analysis of DIMBOA-exposed *P. putida* identified increased transcription of genes controlling benzoate catabolism and chemotaxis. Chemotaxis assays confirmed motility of *P. putida* towards DIMBOA. Moreover, colonisation essays in soil with *Green Fluorescent Protein* (*GFP*)-expressing *P. putida* showed that DIMBOA-producing roots of wild-type maize attract significantly higher numbers of *P. putida* cells than roots of the DIMBOA-deficient *bx1* mutant. Our results demonstrate a central role for DIMBOA as a below-ground semiochemical for recruitment of plant-beneficial rhizobacteria during the relatively young and vulnerable growth stages of maize.

## Introduction

Plants have evolved to interact with soil-borne microbes. In addition to arbuscular mycorrhizal fungi and nodule-forming rhizobia, plants interact with a wide range of rhizosphere-colonising bacteria. These are attracted to root surfaces by chemical components in root exudates, which are rapidly assimilated into microbial biomass [1]. This so-called rhizosphere effect supports bacterial cell densities in the root vicinity up to 100-fold greater than in surrounding soil [2]. The chemical composition of root exudates differs between plant species and evidence suggests that the structure of bacterial communities in the rhizosphere differs accordingly [3]. Observations that the rhizosphere community is directly influenced by plant species have led to the hypothesis that plants may recruit specific bacteria [4]. However, it remains difficult to determine whether plants are actively recruiting specific microbes, or whether dominance of a limited number of bacterial species is simply based on a greater ‘fitness’ to exploit root exudates [5].

When rhizospheric dominance by a single micro-organism occurs, the plant-microbe interaction can range from deleterious, in the case of phytopathogens, to beneficial, where rhizobacteria can promote plant growth and resistance to plant stress. Growth promotion by rhizobacteria involves a variety of different mechanisms, including N_2_-fixation by diazotrophs [6] and improved availability of poorly soluble inorganic ions, such as PO_4_^3−^ and Fe[III], but can also result from modulation of plant regulatory mechanisms, such as phytohormone homeostasis [7]. In addition, rhizobacteria can promote growth indirectly by protecting the host plant against pests and diseases. This protection can be based on direct antibiosis or competition for nutrients [8], but can also result from induced systemic resistance (ISR) [9].

Evidence suggests that plant-associating bacteria have evolved the ability to metabolise plant-derived aromatic compounds [10]. For instance, plant-associating bacteria have been shown to metabolise umbelliferone, salicylic acid and 4-hydroxybenzoate [10]. As a consequence, these bacteria are often also capable of metabolising aromatic pollutants, such as naphthalene, toluene and 2,4-dichlorophenoxyacetic acid [10]. Some aromatic acids can also act as bacterial chemo-attractants [11], suggesting that plant derived aromatic compounds could serve to recruit plant-beneficial rhizobacteria to the rhizosphere.

Benzoxazinoids (BXs), such as 2,4-dihydroxy-7-methoxy-2*H*-1,4-benzoxazin-3(4*H*)-one (DIMBOA), are heteroaromatic metabolites with benzoic acid moieties [12]. Since their identification as major secondary defence metabolites in *Poaceae*, investigations have predominantly focussed on their role in plant defence against above-ground pests and pathogens [13], [14]. BXs are typically produced during relatively early, vulnerable plant growth stages [12]. In response to tissue damage, vacuolar reservoirs of BX-glucosides are hydrolysed by plastid-targeted β-glucosidases, causing rapid accumulation of aglucone BX biocidal metabolites [15]. A recent study in maize revealed that *Spodoptera* larvae can detoxify DIMBOA by glycosylation and that the contribution of maize BXs to defence against these herbivores is based on an inducible conversion of DIMBOA-glc into 2-β-d-glucopyranosyloxy-4,7-dimethoxy-1,4-benzoxazin-3-one (HDMBOA-glc) [16]. Interestingly, BXs are also active against attackers causing relatively minor tissue damage, such as aphids and pathogenic fungi. This function is based on an increased accumulation of DIMBOA in the apoplast before the onset of large-scale tissue damage, where it signals increased deposition of callose-rich papillae [17]. Thus, the above-ground defence contribution of BXs is not only limited to their biocidal properties, but also includes a within-plant signalling function in the activation of plant innate immune responses against pests and diseases.

BXs have also been implicated in plant defence below-ground. BXs are exuded in relatively large quantities from cereal roots, where they can act as allelochemicals against microbes, insects or competing plants [13], [18]. Once released, BXs degrade relatively quickly in aqueous environments with a half-life of less than 24 hours [19]. Upon hydrolysis, DIMBOA is converted into 6-methoxy-benzoxazolin-2-one (MBOA), a compound considerably more stable in sterile soil, but with significantly less toxicity than DIMBOA [20]. Biodegradation of MBOA leads to accumulation of phenoxazinones [21], and requires activity by microbes, such as *Acinetobacter calcoaceticus* [22], soil-borne fungi [23], or unidentified members in the rhizosphere community of oat [24]. Phenoxazinone products are typically more biocidal than benzoxazolinones and have antifungal [25], antibacterial [26], and plant allelopathic properties [27]. Hence, BX exudation by plants can have a major impact on rhizosphere communities in the soil.

Plant-derived aromatic metabolites can act as chemo-attractants for *Pseudomonas putida* [10], [11]. We therefore hypothesised that BXs from root exudates of maize may attract and support *P. putida* cells. To address this hypothesis, we studied the influence of BXs on *P. putida* KT2440, a competitive coloniser of the maize rhizosphere with plant-beneficial traits [28], [29]. We identified DIMBOA as the dominant BX species in maize root exudates and found that exposure of *P. putida* to DIMBOA induces bacterial genes with putative functions in chemotactic responses. *In vitro* chemotaxis assays indeed revealed that *P. putida* KT2440 displays taxis towards DIMBOA. The ecological relevance of this response was confirmed by root colonisation assays in soil, using maize mutant lines impaired in BX biosynthesis. Our study presents evidence that root exudation of DIMBOA during the vulnerable growth stages of maize promotes colonization by plant-beneficial rhizosphere bacteria.

## Materials and Methods

### Plant material and cultivation

Maize lines were derived from reciprocal crosses between a *bx1* single mutant and an indole-deficient *igl* mutant, as described by Ahmad *et al.* [17]. Since the *bx1* single mutant contains residual levels of benzoxazinoids due to a functional *Indole-3-Glycerol phosphate Lyase (IGL)* gene [17], comparisons within each progeny were made between the benzoxazinoid-producing *BX1* and benzoxazinoid-deficient *bx1* genotypes in the background of the *igl* mutant genotype (i.e. *BX1 igl* versus *bx1 igl*). For each experiment, progenies from two independent crosses (Line A and Line B) were analysed for phenotypes. Seeds were allowed to germinate at 22°C and high humidity in petri-dishes in the dark. Germinated seedlings of similar size were planted in pots containing compost and were cultivated under controlled conditions (16:8 h L:D, 22°C).

### Bacterial strains and cultivation

Two *Pseudomonas putida* strains were used. KT2440 was used for all *in vitro* experiments, including transcriptome profiling. For soil experiments, a green fluorescent protein (GFP)-tagged KT2440 derivative strain, FBC004, was used which carries a stable chromosome-inserted PA_1/04/03_-RBSII-*gfp*mut3*-T0-T1 transposon at a negligible metabolic cost [30]. Stocks of KT2440 and FBC004 were routinely stored at −80°C. For each experiment, fresh cultures were started from stocks. Depending on the experiment, cells were grown overnight at 21°C with 150 r.p.m. agitation, either in LB medium, or in M9 minimal medium supplemented with 0.1% glucose as the sole carbon source. To assess tolerance of *P. putida* to DIMBOA, the ubiquitous soil bacterium *Agrobacterium tumefaciens* was used as a comparator. *A. tumefaciens* was grown in M9 medium supplemented with 0.1 µM FeCl_3_. In this case, growth of the two bacteria was followed by assessing OD_600_ in five replicate 200 µL cultures at 21°C in 96-well plates with a Varioskan plate reader (Thermo Scientific, Cramlington, UK)

### *Pseudomonas putida* transcriptome response to DIMBOA

To test the response of *P. putida* to DIMBOA, we employed a KT2440 specific cDNA microarray [31], [32]. Preliminary experiments indicated that DIMBOA hydrolyses rapidly in M9 medium (half-life, 21 hours). Therefore, to test the bacterial response to DIMBOA, *P. putida* KT2440 cells were grown to mid-exponential phase in 100 mL M9 medium before DIMBOA was added to a final concentration of 5 µg mL^−1^. After 1 hour of exposure, cells were harvested by centrifugation at 4°C. RNA was extracted from three independently performed experiments. Cell pellets were treated with RNAprotect™ (Qiagen, Valencia CA) immediately following centrifugation. Cell membrane lysis was achieved with 1 mg mL^−1^ lysozyme in buffer containing 10 mM TRIS and 1 mM EDTA at pH8 using Qiagen RNeasy® reagent kits following the manufacturer's instructions. Extracted RNA was purified with TURBO DNA-*free*™ kits (Ambion, Applied Biosystems, Foster City, CA) and quantified on a NanoDrop 1000 spectrophotometer. cDNA was synthesised and labelled using the SuperScript™ indirect cDNA labelling system (Invitrogen, Carlsbad, CA). Synthesised cDNA paired samples (control or DIMBOA) were labelled with Cy3 or HyPer5 (Amersham, Little Chalfont, UK) fluorophores. To remove dye bias, the experimental design included dye-swap normalisation procedures, as described by Dabney & Storey [33]. Dye incorporation was verified to be more than 150 pmol dye per sample. Equal amounts of Cy3-cDNA and HyPer5-cDNA, each representing a replicate comparison between control and DIMBOA-treated cells, were combined and dried in a speedvac before proceeding with array hybridisation. Microarrays were pre-treated with BlockIt™ Plus blocking buffer (Arrayit Corporation, Sunnyvale, CA) in order to inactivate reactive groups on the surface. Dried cDNA was rehydrated in buffer and hybridised to arrays (Progenika Biopharma S.A, Vizcaya, Spain) for 18 hours at 42°C, according to the manufacturer's instructions. Following hybridisation, arrays were washed, dried, and scanned with a GenePix® 4000B scanner (Molecular Devices, Sunnyvale, CA). Data were processed using TM4 microarray software [34]. Data from the three independent replicate experiments were combined and analysed together. Using Statistical Analysis for Microarrays procedures [35], only genes that were consistently induced by DIMBOA in all three independent replicates were considered significant. Functional annotation of induced genes was performed using the supporting microarray documentation and the *P. putida* KT2440 KEGG genome database (www.genome.jp/kegg-bin/show_organism?org=ppu).

### *In vitro Pseudomonas putida* KT2440 chemotaxis assay

Chemo-attractiveness of DIMBOA was quantified using a modified capillary-based chemotaxis assay [11], which relies on accumulation of bacterial cells in microcapillary tubes (1 µL volume, Drummond Scientific Company, Broomall, PA). Tubes containing glucose-free M9 medium (control), M9 medium with 5 µg g^−1^ DIMBOA, or M9 medium with 0.1% casamino acids (positive control) [11] were incubated in individual wells of a 96-well plate. Each well contained 200 µL glucose-free M9 suspension with *P. putida* KT2440 bacteria (OD_600_ = 0.06). After 30 minutes, capillary contents were carefully collected and plated onto LB agar for cell enumeration.

### Maize - *Pseudomonas putida* FBC004 colonisation assays

Seeds germinating after 2 days of imbibition were planted in 100 mL-pots (3 seeds per pot; 4 pots per genotype), containing autoclaved (120°C; 20 min) or non-autoclaved soil that had been supplemented with washed cells from overnight FBC004 cultures at an approximate density of 5×10^7^ colony forming units (CFU) g^−1^ soil. At 7, 14, and 21 days of growth, root systems were gently removed from the soil, rinsed in water, weighed and gently shaken for 20 minutes in 50 mL phosphate-buffered saline (mmol L^−1^; NaCl 137, KCl 2.7, Na_2_HPO_4_·2H_2_O 10, KH_2_PO_4_ 1.76; pH 7.4). Serial dilutions of rhizosphere bacteria were plated onto LB agar, containing 200 mg L^−1^ cyclohexamide to inhibit fungal growth. Plates were incubated at room temperature for 48 hours. GFP-expressing colonies were counted using a DR88X Dark Reader® transilluminator (Clare Chemical Research Inc., Dolores, CO); the total numbers of non-*P. putida* (other) culturable cells were determined under natural light. Root colonisation by *P. putida* and other culturable cells, assessed as CFU g^−1^ root fresh weight, was analysed for each maize line and time point by two-factor analysis of variance (ANOVA), using the maize BX genotype (*BX1*, *bx1*) and bacterial cell type (*P. putida*, other culturable cells) as factors. All data were log_10_-transformed before analysis to stabilise variances. Post-test comparisons were made using Holm-Šidák step-down pairwise comparisons. All statistical analyses were performed using SigmaPlot version 12.

### Extraction and chromatographic analysis of benzoxazinoids in root exudates and bacterial cultures

Seeds germinating after 2 days imbibition were planted in soil (3 seeds per pot). At days 7, 14, and 21 after planting, root systems were gently removed from the soil, rinsed in water, and placed in 50 mL tubes containing 30 mL water for seven hours to collect root exudates. Root exudates were lyophilised, re-suspended in 1 mL extraction buffer (2% acetic acid in methanol), sonicated for 5 min and centrifuged (12,600× *g*, 10 min). Supernatants were analysed by high performance liquid chromatography coupled to diode array detection (HPLC-DAD), as described by Ahmad *et al.* [17]. Root exudates from *BX1* genotypes contained three main peaks, absent in samples from *bx1* genotypes. Spiking experiments with previously confirmed standards [16], [17] revealed that exudates from *BX1* wild-type roots consistently contain three main BX species: DIMBOA and to a lesser extent DIMBOA-glc and HDMBOA-glc. For analysis of DIMBOA breakdown by *P. putida* KT2440 in M9 growth medium, 0.5 mL samples were periodically removed and filtered (<0.2 µm) to remove cells. The samples were then stored in an equal volume of extraction buffer until analysis. Detection of DIMBOA and MBOA was based on a modified HPLC protocol, using a mobile phase of 0.05% trifluoroacetic acid in water (solution A) and 0.05% trifluoroacetic acid in methanol (solution B) at a flow rate of 1 mL min^−1^. The gradient consisted of 0–1 minute 3–20% solution B, 1–20 minutes, 20–100% solution B, and 20–35 minutes isocratic conditions of 100% solution B. Chromatograms were recorded at 254 nm and retention times of DIMBOA and MBOA were established from standards.

## Results

### Exudation of benzoxazinones from maize roots

Roots of *BX1* wild-type and *bx1* mutant lines were incubated for 7 hours in water, after which the collected exudates were subjected to HPLC-DAD analysis of BXs. Root exudates from *BX1* wild-type plants consistently contained three BX compounds, all of which were absent from exudates of *bx1* mutant lines. The dominant compound was DIMBOA, with concentrations up to 31 µg g^−1^ fresh root weight (FW) in exudates from 7 days old roots (**Figure 1**). Levels of DIMBOA exudation showed a statistically significant linear decline in aging plants (**Figure 1**; linear regression, Line A, *F*_1,13_ = 17.74; *p*<0.001, Line B, *F*_1,13_ = 7.387; *p* = 0.018). The other plant-derived BXs in root exudates from *BX1* expressing plants were the BX glucosides DIMBOA-glc and HDMBOA-glc. Concentrations of these compounds did not exceed 3 µg g^−1^ FW and remained constant over time.

**Figure 1:**
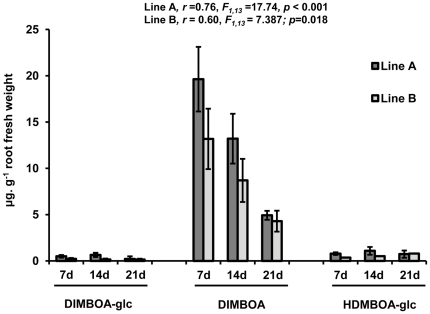
Root exudation of benzoxazinoids at different developmental stages in maize lines expressing a functional *BX1* gene. The dominant BX compound in root exudates is the aglucone 2,4-dihydroxy-7-methoxy-1,4-benzoxazin-3-one (DIMBOA), which shows a statistically significant linear decrease with plant age in both lines. Shown are average BX quantities, expressed as µg g^−1^ root fresh weight (± SEM; *n* = 3) exuded over a 7 hour time period.

### *P. putida* is tolerant to DIMBOA

To examine the effect of DIMBOA on plant-beneficial rhizobacterial growth, we assessed *in vitro* growth of *P. putida* KT2440 bacteria in the presence of increasing concentrations of DIMBOA. *P. putida* KT2440 displayed similar growth rates up to 0.5 mM DIMBOA. By contrast, DIMBOA strongly affected growth rates of the ubiquitous soil bacterium *Agrobacterium tumefaciens* [36], effects were already apparent at 0.01 mM and became proportionally more pronounced at 0.1 and 0.5 mM DIMBOA (**Figure 2A**). Hence, *P. putida* KT2440 appears relatively tolerant to DIMBOA in comparison to other soil bacteria. For all subsequent experiments, DIMBOA was employed at concentrations of 5 µg mL^−1^ (0.023 mM). This relatively low concentration has no detrimental effect on *P. putida* growth (**Figure 2A**) and is quantitatively consistent with our root exudation experiments (**Figure 1**).

**Figure 2:**
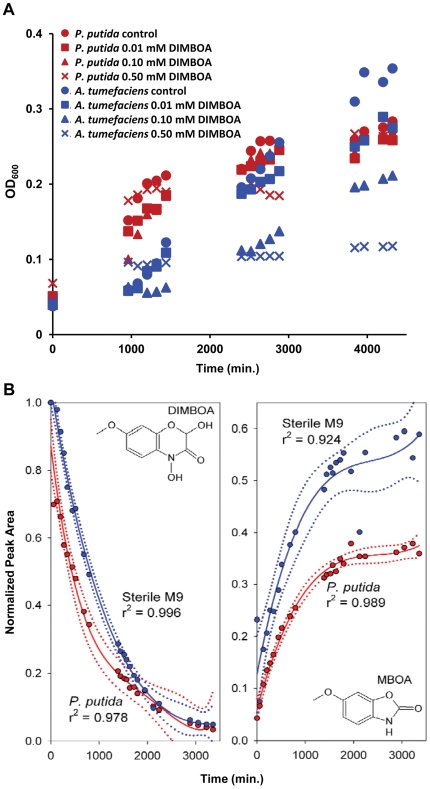
Tolerance of *Pseudomonas putida* KT2440 to DIMBOA. **A.** *In vitro* growth of *P. putida* KT2440 is not affected by up to 0.5 mM DIMBOA, whereas the ubiquitous soil bacterium *Agrobacterium tumefaciens* is increasingly affected at concentrations of 0.01 mM DIMBOA and greater. Growth was quantified by determining average OD_600_ values (*n* = 5). **B.** In the presence of *P. putida* KT2440, DIMBOA degradation is significantly accelerated, but accumulation of MBOA is significantly reduced. Shown are best fitting polynomial regressions ±99% confidence intervals. DIMBOA and MBOA quantities are expressed as relative peak areas (HPLC-DAD), normalised to DIMBOA peak areas at the start of each experiment.

### *P. putida* accelerates DIMBOA breakdown

To study whether the observed tolerance of *P. putida* KT2440 to DIMBOA is based on BX catabolism, we studied the effect of *P. putida* KT2440 on stability of DIMBOA and its direct break-down product, 6-methoxy-benzoxazolin-2-one (MBOA). In two independent experiments, DIMBOA concentrations were consistently reduced at a significantly greater rate, whereas MBOA accumulation was significantly reduced in the presence of *P. putida* bacteria (**Figure 2B**). These results demonstrate that *P. putida* KT2440 accelerates breakdown of DIMBOA. The reduced accumulation of MBOA in the presence of *P. putida* could be explained by a more rapid metabolic break-down of this compound, but could also suggest DIMBOA degradation via products other than MBOA. Although is not possible to distinguish which of these processes is responsible for the observed compound dynamics in the presence of *P. putida*, our results clearly show that *P. putida* has the metabolic capacity to degrade DIMBOA and reduce overall BXs quantities in its environment.

### Impact of DIMBOA on the *P. putida* transcriptome

The above *in vitro* analyses suggest that DIMBOA is metabolised by *P. putida*. To assess the global impact of DIMBOA on *P. putida* KT2440, whole-genome gene expression patterns were profiled at 1 hour of exposure to 5 µg mL^−1^ DIMBOA in M9 growth medium, deposited in NCBI's Gene Expression Omnibus (GSE36489). 

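RNA of *P. putida* KT2440 from 3 independent experiments, each with a culture that received 5 µg/mL DIMBOA for 1 hour and a control culture, was compared on 2-colour arrays, with a second hybridisation of each pair in which the dyes were swapped. The authors processed the scans with TM4 and merged the dye swaps, and the deposited files give, for every spot and replicate, a normalised intensity for DIMBOA and for control with their ratio and log2 ratio. The hybridisations before merging were not used here. Each array carried 11520 spots, of which 398 were DMSO control spots, and 5546 probes: 5350 for the KT2440 chromosome, 140 for the plasmid pWW0 and 56 from other sources. Probes are named by gene product and chromosome position, not by locus number, and positions are given below as in these names. Both channels had a value at 9803, 9657 and 9931 spots of replicates 1, 2 and 3. DMSO spots were left out, as were 1414, 1610 and 1462 further spots that carry the flag letter X in the files. The log2 of the DIMBOA intensity over the control intensity was averaged over the spots of a probe, and the 3761 probes measured on all 3 arrays were tested. The median log2 ratio of the arrays was −0.0087, −0.019 and −0.023, and its trend over intensity spanned 0.052, 0.036 and 0.020, so the deposited intensities were used without further normalisation. The mean log2 ratio of each probe was tested against 0 with limma, with Benjamini-Hochberg adjustment, and by one-class Significance Analysis of Microarrays (SAM) at the paper's Δ of 1.2. The number of arrays limits the precision.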

Using KT2440-specific cDNA microarrays and a false discovery rate of 0.85% (Δ = 1.2) [35], we identified 55 genes showing consistently increased levels of transcription in response to DIMBOA treatment across three independent experiments. 

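After 1 hour of DIMBOA, 43 probes were higher than in control cells, 40 of them for chromosomal genes, and 0 were lower at an adjusted p under 0.05 from limma. An ECF-family sigma-70 factor of RNA polymerase (5233135 to 5233647) had a mean log2 ratio of 1.91 ± 0.081 (SD, n = 3 replicates), and an AraC family transcriptional regulator (2722743 to 2723588) one of 1.81 ± 0.043 (SD, n = 3); these are not the probes at the places of PP4553 and PP4602, which Table S1 lists under these names. The gene of polyribonucleotide nucleotidyltransferase, an enzyme of RNA degradation, was 3.46-fold higher, with a log2 ratio of 1.79 ± 0.063 (SD, n = 3), and that of the cell division protein FtsE was 3.06-fold higher, with a log2 ratio of 1.61 ± 0.038 (SD, n = 3). Each of these had an adjusted p of 0.000208. SAM called 44 probes higher and 0 lower at an estimated false discovery rate of 0.877%, and 43 of them were also called by limma. That rate rests on 8 sign flips of the replicates and is a coarse estimate. The called probes had similar ratios: 42 of the 43 lay between 1.61 and 2.01, with a median of 3.37-fold. The highest mean outside these 42 probes was 1.09. The 42 include the 3 called probes whose names give no chromosome position. These are *xylJ* of plasmid pWW0, a plasmid that KT2440 lacks, at 1.70, trpC (KNT) at 1.92 and REP (JLR) at 1.66. The remaining call was a sensor histidine kinase (3304776 to 3306167) at 0.51 ± 0.066 (SD, n = 3, adjusted p = 0.0469 from limma), which did not pass with the X spots kept (adjusted p = 0.367 from limma). The files also hold a median brightness per dye for each spot. With the X spots kept, 54 probes had a mean log2 ratio above 1.5, and the ratio of these brightnesses at their spots, centred on the print block, had a median log2 of −0.028, 0.040 and 0.046 in the replicates, against 0.66, 1.25 and 1.21 at other spots with a merged log2 ratio above 1. The brightness thus does not show the rise seen in the merged ratios. Whether these 54 probes, and the genes among them named below, rose in transcript level is therefore in doubt.

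**Figure D1:**
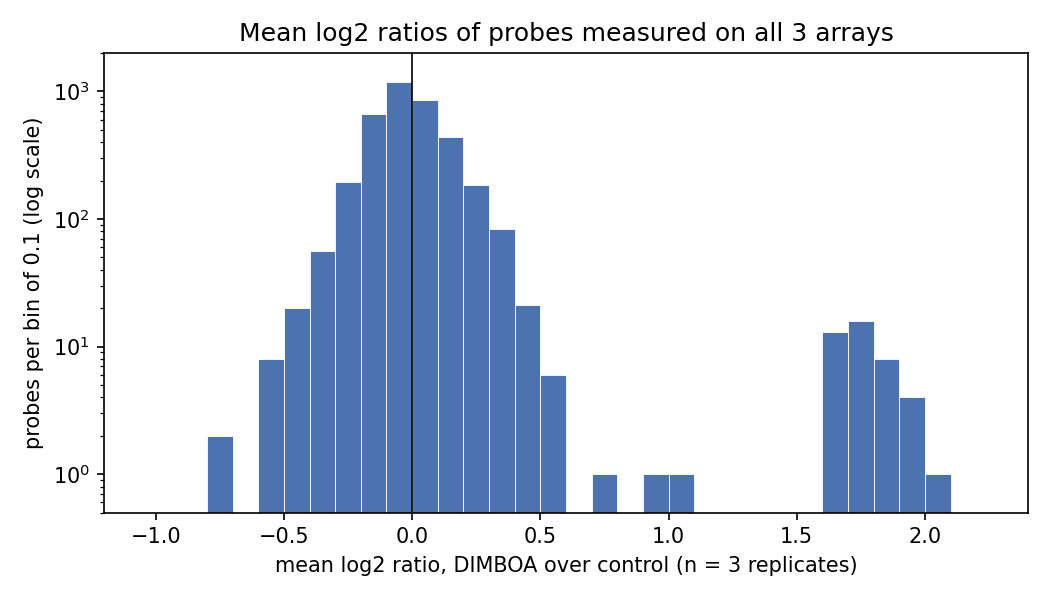
Mean log2 ratio of DIMBOA over control (x axis, bins of 0.1) against the number of probes per bin (y axis, log scale) for the 3761 probes measured on all 3 arrays. The 42 probes at the right lie between 1.61 and 2.01, and the highest mean below them is 1.09.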

No genes were identified as significantly repressed by DIMBOA. 

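The 10 probes furthest below 0 by limma's statistic did not pass the test at an adjusted p under 0.05. An Rrf2 family protein (978012), of a family of transcriptional regulators, had a log2 ratio of −0.46 ± 0.017 (SD, n = 3, adjusted p = 0.0586 from limma), and PilC of type IV pilus assembly one of −0.58 ± 0.17 (SD, n = 3, adjusted p = 0.0637). The alpha subunit of succinyl-CoA synthetase, an enzyme of the citric acid cycle, had −0.49 ± 0.13 (SD, n = 3, adjusted p = 0.0875), the regulator MvaT −0.47 ± 0.15 (SD, n = 3, adjusted p = 0.132) and the lipoprotein UxpA −0.52 ± 0.19 (SD, n = 3, adjusted p = 0.132). At an unadjusted p under 0.05, 185 probes were lower and 233 higher in limma. With the probes of lowest intensity (0.25 of all) left out, 5 probes were lower, among them the Rrf2 family protein (adjusted p = 0.0110 from limma) and MvaT (adjusted p = 0.0276 from limma). With an intensity trend and the robust option in limma, 3 were lower, and SAM called 0 at Δ = 1.2. The Rrf2 family protein did not pass with a replicate left out (adjusted p = 0.242 to 0.362 from limma), nor did MvaT (0.181 to 0.474). With the X spots kept their adjusted p from limma was 0.125 and 0.243.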

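Of the 40 chromosomal probes that rose with DIMBOA in limma, 27 carry the name of a product with a function and 13 are named hypothetical or conserved hypothetical protein. In SAM these numbers were 28 and 13. Among the hypothetical proteins, the probe from 55019 to 55342 had a log2 ratio of 1.81 ± 0.088 (SD, n = 3) and that from 5846826 to 5847596 one of 1.85 ± 0.14 (SD, n = 3), each with an adjusted p of 0.000208 from limma. Probes for hypothetical proteins make up 1060 of those tested, of which 13 rose, 0 fell and 1047 did not pass, with the same 13 when adjusted over the list alone.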

A total of 36 genes could be ascribed predicted functions, whereas 19 genes encoded hypothetical proteins of unknown function (**Figure 3**). 

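Genes of RNA and nucleotide metabolism were among those that rose. The helicase gene *hrpA* (PP4546) was 3.37-fold higher. The pyrimidine regulator gene *pyrR* (PP4997) had a log2 ratio of 1.81 ± 0.26, *dut* (PP5286) for deoxyuridine triphosphatase 2.00 ± 0.18 and *gmk* (PP5296) for guanylate kinase 1.64 ± 0.094 (SD, n = 3 for each). So were *rplI* (PP4874) for ribosomal protein L9 at 1.79 ± 0.27, *hslV* (PP5000) for a subunit of a heat-shock protease at 1.68 ± 0.078, *ilvA-1* (PP3446) for threonine dehydratase at 1.95 ± 0.25, *cobL* (PP4830) of cobalamin synthesis at 1.79 ± 0.17 and the secretion gene PP5206 at 2.01 ± 0.45 (SD, n = 3 for each). The adjusted p of these genes in limma was at most 0.00234. The sigma factor gene *rpoD* (PP0387), at 0.15 ± 0.11 (SD, n = 3), did not pass (adjusted p = 0.505 from limma). Of the 36 loci that the study lists with a function, 24 were measured on all arrays at the place of the locus, or for *catR* (PP3617) at a probe of its symbol out of locus order, and 15 of these rose, 16 when adjusted over the list alone, where the hydrolase gene PP4540 was added. The study chose this list on the same samples, so it is not independent evidence of the direction. The other 12 were not tested: 9 have a value in every replicate only with the X spots kept, and 3 lack one even then. Of the 9, *greA* (PP4722) had 1.86 ± 0.081 (SD, n = 2) and the polyhydroxyalkanoate depolymerase gene PP5004 1.66 ± 0.043 (SD, n = 2), the lipoprotein gene PP5226 was 3.37-fold higher in 2 replicates, and *putA* (PP4947) and the DNA glycosylase gene PP4812 had 1.89 and 1.81 in replicate 3 alone. Of the 3, with the X spots left out, the LysR regulator PP4929 had 0.24 in replicate 3, *dadA-1* (PP4434) 0.75 in replicate 2 and PP0281 no value.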

The 36 DIMBOA-inducible genes with identifiable function are further detailed in **Table S1**. Two groups of genes were of particular interest with respect to *P. putida* behaviour in the rhizosphere. One group of genes are typical of those associated with degradation of *N*-heteroaromatic compounds (**Table S1**), and are consistent with the accelerated breakdown of DIMBOA by *P. putida* KT2440 (**Figure 2B**). 

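The genes *nuoCD* (PP4121) and *nuoG* (PP4124), for subunits of the respiratory NADH dehydrogenase I, were 3.22-fold and 3.18-fold higher with DIMBOA. Their log2 ratios were 1.69 ± 0.093 and 1.67 ± 0.19 (SD, n = 3 for each), with adjusted p of 0.000208 and 0.000352 from limma. Both are among the 54 probes whose rise is in doubt, since the brightness of their spots as a set did not show it. The array has probes for 13 *nuo* genes, which lie side by side on the chromosome from 4656182 to 4671135. Of the 11 that were tested, 2 rose, 0 fell and 9 did not pass, and 3 rose when adjusted over the list alone, where *nuoE* at 0.33 ± 0.11 (SD, n = 3) was added. Between the pair that rose, *nuoF* had −0.62 ± 0.11 (SD, n = 2), and *nuoH*, next to *nuoG*, had 0.10 ± 0.11 (SD, n = 3, adjusted p = 0.634 from limma). As a list, the *nuo* genes had a median of 0.040 and a mean of 0.31, with an adjusted p of 0.0899 from limma's camera test and an adjusted p of 0.770 with an estimated correlation. With n = 3 the test with an estimated correlation has little power, here and below, so a high adjusted p from it decides little.

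**Figure D2:**
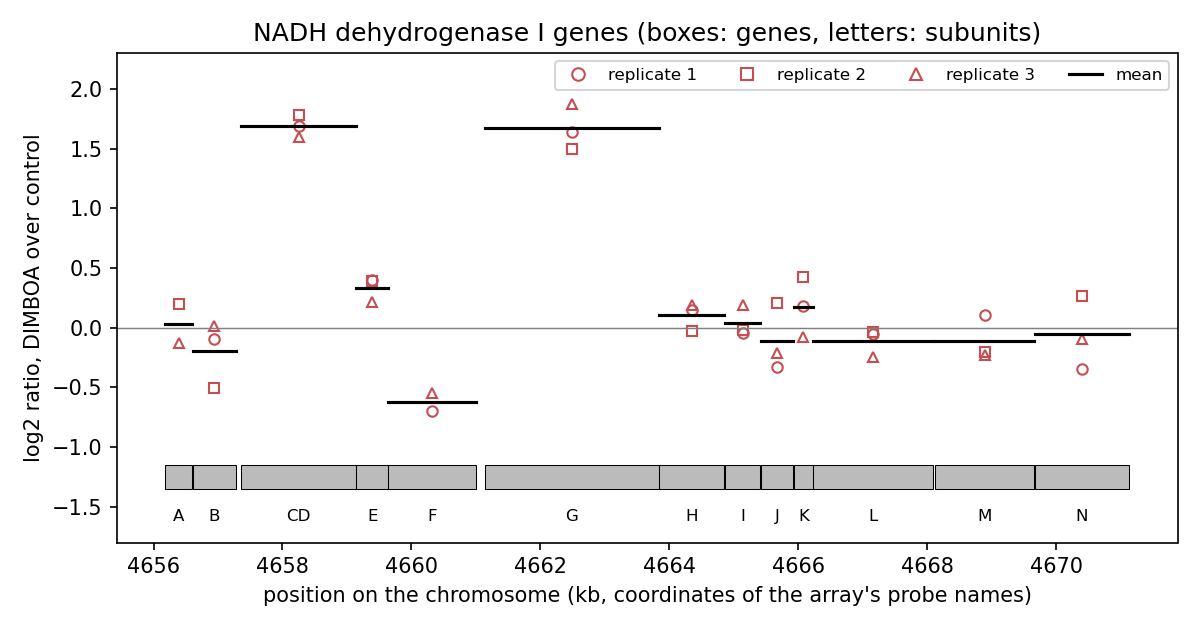
Log2 ratio of DIMBOA over control (y axis) of the *nuo* genes against position on the chromosome in kb (x axis). Symbols are the replicates with a value, lines the mean over the length of each gene, and boxes the genes with the letters of their subunits. The means of *nuoCD* and *nuoG* are 1.69 and 1.67, and the highest of the other genes is *nuoE* at 0.33.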

A second group of genes are indicative of bacterial motility (**Figure 3** **; Table S1**), thereby suggesting a chemotactic response of *P. putida* KT2440 to DIMBOA.

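A methyl-accepting chemotaxis transducer, one of the receptors that pass chemical signals to the flagellar motor, was 3.66-fold higher with DIMBOA. Its probe (2639175 to 2640653) had a log2 ratio of 1.87 ± 0.14 (SD, n = 3, adjusted p = 0.000208 from limma). The probe is among the 54 whose rise is in doubt, since the brightness of their spots as a set did not show it. Of the 16 transducer probes of this name that were tested, it was the only one to rise. Over all 72 genes of chemotaxis and the flagellum that were tested, 1 rose, 0 fell and 71 did not pass, with 1 when adjusted over the list alone. A CheW domain protein had 0.27 ± 0.24, the flagellar assembly protein FliH 0.26 ± 0.19, the flagellar sigma factor FliA 0.16 ± 0.055 and the flagellin FliC −0.19 ± 0.11 (SD, n = 3 for each). The median of the 72 genes was −0.013, and 0.0043 with arrays centred on their medians, with p = 0.646 from limma's camera test (p = 0.611 with an estimated correlation). Apart, the 31 chemotaxis genes had an adjusted p of 0.923 and the 41 flagellar genes one of 0.708 (0.922 and 0.770 with an estimated correlation). From the induced genes of this group the paper proposes a chemotactic response of KT2440 to DIMBOA, and from those of *N*-heteroaromatic degradation a link to the faster breakdown of DIMBOA in Fig. 2B. The paper then tested taxis directly in a capillary assay, where more cells entered tubes with DIMBOA than with buffer alone.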

**Figure 3:**
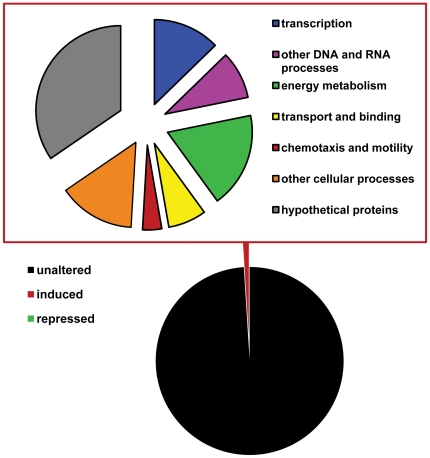
Functional annotation of 55 DIMBOA-inducible genes of *P. putida* KT2440 at 1 hour after exposure to 5 µg mL^−1^ DIMBOA in the growth medium. Whole-genome transcriptome analysis was based on *P. putida* KT2440-specific cDNA microarrays, accommodating results from three independent experiments.

### DIMBOA induces positive chemotaxis by *P. putida*

Based on the outcome of the transcriptome analysis, we examined the possibility that DIMBOA acts as a chemo-attractant for *P. putida* KT2440. A capillary-based assay was used to assess chemotactic behaviour to DIMBOA [11]. Significantly more cells (*p* = 0.022; *t*-test) were attracted into capillaries containing 5 µg mL^−1^ DIMBOA compared to tubes with motility buffer alone (**Figure 4**). The average number of DIMBOA-attracted cells was statistically similar to the average number of cells that were attracted to the positive control tubes, containing 0.1% w/v casamino acids (**Figure 4**). Hence, *P. putida* KT2440 is attracted to DIMBOA *in vitro*.

**Figure 4:**
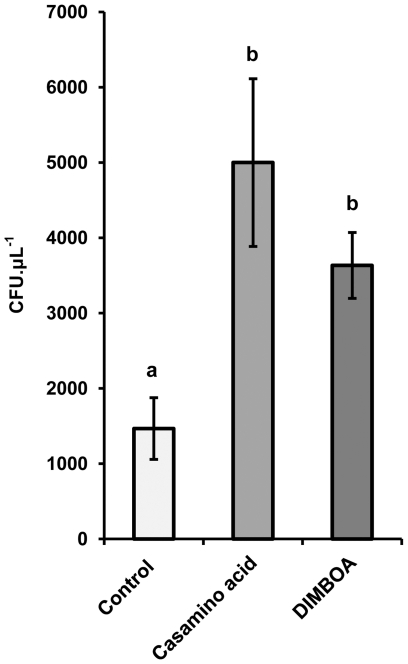
Taxis of *P. putida* KT2440 towards DIMBOA. A capillary-based assay was used to assess chemotactic responses. Data represent average numbers of colony forming units (CFU ± SEM) from 1 µL glass capillaries containing motility buffer (control), 0.1% casamino acid (positive control), or 5 µg mL^−1^ DIMBOA. Cells were extracted from capillaries after 30 minutes of incubation and enumerated on solid medium.

### DIMBOA attracts *P. putida* to the rhizosphere

Having established that DIMBOA induces chemotaxis-associated genes in *P. putida* KT2440, and that *P. putida* KT2440 is attracted to DIMBOA *in vitro*, we investigated whether these responses are biologically relevant in the maize rhizosphere. To this end, GFP-expressing cells of *P. putida* FBC004 were mixed into the soil prior to planting seeds of either DIMBOA-producing wild-type plants (*BX1*), or BX-deficient *bx1* mutant plants. After 7, 14 and 21 days of growth, roots of *BX1* and *bx1* plants from 2 independent genetic lines were collected and analysed for colonisation by *P. putida* FBC004 and other (non-GFP expressing) culturable rhizobacteria.

The first experiment was performed with soil that had been autoclaved once before the start of the experiment (**Figure 5A**), presenting a relatively low competition environment for introduced *P. putida*. Two-factor ANOVA of rhizosphere colonisation of plants from Line A revealed a statistically significant interaction between plant genotype (*BX1 versus bx1*) and bacterial cell type (*P. putida versus* others) at all three time-points (7 days: *F*_1,14_ = 9.151, *p* = 0.009; 14 days: *F*_1,14_ = 43.432, *p*<0.001; 21 days: *F*_1,14_ = 7.977; *p* = 0.014), even though a statistically significant main effect of BX genotype could not be detected. Inspection of the data revealed that more *P. putida* cells were recovered from roots of DIMBOA-producing *BX1* plants than from roots of DIMBOA-deficient *bx1* plants; this was not the case for numbers of other culturable rhizobacteria. Holm-Šidák comparisons confirmed significantly higher *P. putida* cell numbers in rhizosphere washes from *BX1* roots compared to that from *bx1* roots (statistical probabilities are presented in **Figure 5A**). For line B, a significant main effect of BX genotype was evident at day 7 (*F*_1,16_ = 18.163; *p*<0.001) and day 14 (F_1,16_ = 19.776; *p*<0.001), but not at day 21 (*F*_1,16_ = 3.775; *p* = 0.070). However, a statistically significant interaction between BX genotype and rhizobacterial cell type was apparent at all three time-points, including day 21 (*F*_1,16_ = 6.122; *p* = 0.025). Again, Holm-Šidák comparisons indicated significantly greater numbers of *P. putida* cells in the rhizosphere of *BX1* plants compared to *bx1* plants at all three time points (**Figure 5A**). Hence, *BX1*-dependent exudation of DIMBOA stimulates rhizosphere colonisation by *P. putida* bacteria.

**Figure 5:**
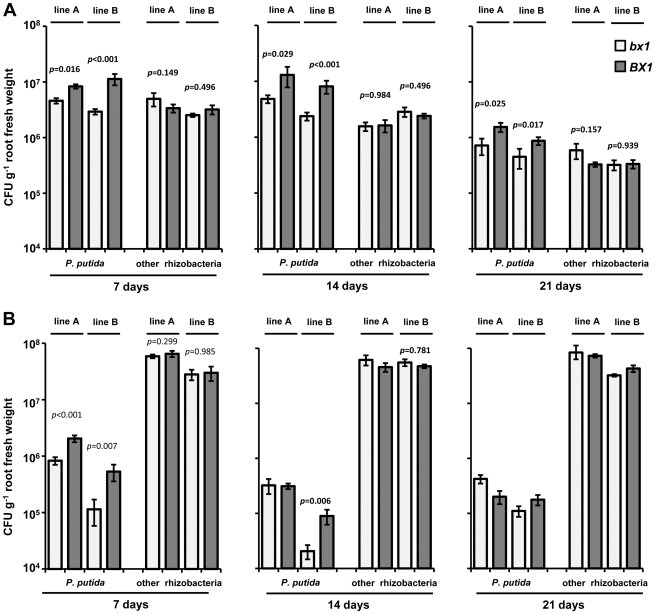
Rhizosphere colonisation of DIMBOA-producing (*BX1*) and DIMBOA-deficient (*bx1*) maize lines by green fluorescent protein (GFP)-expressing *P. putida* and other culturable rhizobacteria in autoclaved (**A**) and non-autoclaved soil (**B**). *P. putida* cells were introduced into the soil prior to planting of maize seeds. Shown are average values (CFU g^−1^ root fresh weight ± SEM; *n* = 6–8), corresponding to *P. putida* or other rhizobacteria. Cells were enumerated after 7, 14 and 21 days of plant growth by plating root surface washes onto solid agar medium. Probabilities indicate the likelihood of the differences between *BX1* and *bx1* plants, within one line at each time-point, occurring by chance (Holm-Šidák pair-wise multiple comparisons) when two-factor ANOVA indicated a statistically significant (α = 0.05) main effect of BX genotype and/or a statistically significant interaction between maize BX genotype and bacterial cell type.

To investigate whether BX-dependent attraction of *P. putida* is also apparent in a more competitive soil environment, we repeated the experiment in non-autoclaved soil (**Figure 5B**). A significant main effect of BX genotype was observed at day 7 in seedlings from line A (*F*_1,10_ = 6.725; *p* = 0.027), but not at any later growth stage. Holm-Šidák comparisons confirmed significantly higher numbers of *P. putida* cells in the rhizopshere of 7-day-old *BX1* seedlings, but no statistically significant difference in the number of other culturable rhizobacteria (statistical probabilities are presented in **Figure 5B**). No main effect of BX genotype was identified for plants of line A at days 14 (*F*_1,11_ = 0.110; *p* = 0.746) or 21 (*F*_1,12_ = 4.152; *p* = 0.064). For line B, a significant main effect of BX genotype was observed at 7 days (*F*_1,11_ = 4.904; *p* = 0.049). Although no significant main effect of BX genotype was observed at 14 days (*F*_1,12_ = 4.547; *p* = 0.054), there was a significant interaction between BX genotype and rhizobacterial cell type at this time-point (*F*_1,12_ = 6.425; *p* = 0.026). Subsequent Holm-Šidák comparisons confirmed significantly increased numbers of *P. putida* in the rhizosphere of *BX1* plants at both 7 and 14 days (**Figure 5B**). At 21 days there was no longer a statistically significant main effect of plant genotype, nor was there a statistically significant interaction between plant genotype and rhizobacterial cell type (**Figure 5B**). Together, these data indicate that BX exudation in non-autoclaved soil stimulates rhizosphere colonisation by *P. putida* of relatively young seedlings. This BX effect becomes variable by 14 days and is absent in 21 day-old plants.

## Discussion

The rhizosphere is an energy-rich niche that is characterised by a rapid turnover of chemical compounds exuded from plant roots [37]. Before rhizobacteria can exploit these compounds in the rhizosphere, they must first locate their host and tolerate potentially toxic allelochemicals in root exudates. In this study, we provide evidence that rhizosphere-colonising *P. putida* cells are tolerant of the *N*-heteroaromatic allelochemical DIMBOA (**Figure 2**), which is exuded in relatively high quantities from roots of young maize seedlings (**Figure 1**). Since BXs are nitrogen-containing metabolites, it might be expected that constitutive DIMBOA exudation by seedlings must provide significant ecological benefits, outweighing the high metabolic cost. Apart from allelopathatic activity by DIMBOA [13], [14], our study revealed that DIMBOA also acts as a below-ground semiochemical for recruitment of plant-beneficial rhizobacteria in a competitive soil environment (**Figure 5B**). Interestingly, mycorrhization of maize was recently reported to boost DIMBOA production [38]. Since mycorrhization is known to cause major qualitative changes in rhizobacterial communities [39], it is possible that increased DIMBOA exudation from mycorrhizal roots contributes to this so-called mycorrhizosphere effect.

The BX content of maize roots has been studied extensively because of their demonstrable roles as allelochemicals [13], [18]. Recent studies have identified the glucosides HDMBOA-glc and DIMBOA-glc as the principal BXs in roots and root exudates of maize [16], [40]. DIMBOA was identified in both studies as only a minor component of the total root BX content. A possible explanation for this discrepancy lies in the different methods of BX extraction. In our study, entire root systems were incubated in water for 7 hours, whereas Robert et al. [40] used direct sampling with a 50% (v/v) water:methanol extraction buffer on the root surface. Hence, the latter method analysed root-exuded BXs directly, while our method assessed root-exuded BXs after prolonged incubation of the root system in water. Since BX glucosides are readily hydrolysed in water and DIMBOA is more stable than HDMBOA [41], it may not be surprising that our study identified the aglycone DIMBOA as the dominant BX from root exudates. Considering that soils constitute a hydrated environment, we propose that the more refractory DIMBOA compound functions as the long-distance BX signal, recruiting beneficial rhizobacteria.

The *P. putida* strain used in our studies was originally isolated from horticultural soil and is a competitive coloniser of rhizospheres of economically important crops [42]. Using *in vivo* expression techniques (IVET), Ramos-González *et al.* [43] identified 29 genes that are induced following 14 days of growth in the maize rhizosphere, including some with annotated functions in chemotaxis and detoxification. However, despite the similarities in general cellular functions, there were no overlapping genes between this IVET study and our transcriptome analysis. A more recent transcriptome study of *P. putida* KT2440 identified gene induction as the dominant response after 6 days of colonisation in the maize rhizosphere [44], which is in agreement with our finding that DIMBOA induces only *P. putida* gene induction. 

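Probes higher in all 3 replicates numbered 557 and probes lower in all 3 numbered 800 of those tested, which is 14.8% and 21.3% where chance gives 1 in 8 for each direction. With arrays centred on their medians these were 649 and 669. Among the ribosomal protein genes, L9 passed the test, while S19 at 0.38 ± 0.038 and L22 at 0.33 ± 0.078 were higher in 3 of 3 replicates without passing (SD, n = 3 for each). Heat shock protein HscA, at −0.25 ± 0.075 (SD, n = 3), and a siderophore transport protein, at −0.25 ± 0.031 (SD, n = 3), were lower in 3 of 3 without passing.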

In total, Matilla *et al.* [44] revealed enhanced expression of 93 genes in the maize rhizosphere, including genes with predicted functions in general metabolism, transcriptional regulation, transport, chemotaxis and DNA metabolism. 

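The probe for ISPpu14 transposase Orf1 at the place of PP5398 (6154860 to 6155180) had log2 ratios of 1.65 in replicate 2 and 1.34 in replicate 3, and was not tested because its spots in replicate 1 carry the letter X. The array has 6 probes of this name, and of the others those at 4475930, 4486395 and 5036191 were tested and had 0.017, −0.0014 and 0.077. With the X spots kept its log2 ratio was 1.67 ± 0.34 (SD, n = 3, adjusted p = 0.00951 from limma). Of the 40 transposase genes tested, 0 rose, 0 fell and 40 did not pass, with 0 when adjusted over the list alone. ISPpu14 Orf2 had 0.27 ± 0.25, ISPpu14 Orf3 −0.22 ± 0.084 and subunit A of the Tn4652 transposase 0.39 ± 0.30 (SD, n = 3 for each). The list had an adjusted p of 0.718 from limma's camera test (adjusted p = 0.770 with an estimated correlation).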

With the exception of the ISPpu14 transposase Orf1 (PP5398), there is again no overlap between this study and our transcriptome analysis. This is not surprising, since our analysis was specifically focussed on the bacterial response to DIMBOA, and not to the multitude of responses that are required for rhizopshere competence, such as attachment to the maize root surface and metabolism of the wide range of compounds besides DIMBOA in root exudates. Furthermore, the transcriptional response reported in our study was expressed within 1 hour of exposure to DIMBOA. It is, therefore, likely that these gene expression patterns are specific to the initial stages of the interaction: the bacterial response to chemical cues from the host plant in the soil before they attach and establish themselves in the rhizosphere. Since our ultimate objective was to study the maize-bacterium interaction, rather than quantitative gene expression in *P. putida* KT2440 *per se*, we made no further attempts to confirm our *in vitro* transcription profiling with a complementary technique. Therefore, it remains difficult to establish unequivocally that specific genes identified as DIMBOA-inducible *in vitro* are in fact responsible for the biological interactions described in this study. Nevertheless, it is still instructive to consider the genes in the light of what is already known about environmentally responsive *P. putida* genes. Moreover, the DIMBOA-inducible gene expression patterns associated with tolerance to *N*-heteroaromatic compounds and bacterial motility led us to conduct follow-up experiments, which revealed a novel signalling mechanism during the initial phases of the maize-*P. putida* interaction.

Motility is an essential trait for rhizosphere competence [5]. Our transcriptome analysis identified two DIMBOA-inducible genes that have been associated with bacterial chemotaxis (PP4340 and PP4888), and a third gene (PP2604) with a putative function in DIMBOA transport (**Table S1**). 

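At the place of PP2604, found on the array by product name and gene order, the probe for a major facilitator family transporter (2977026 to 2978468) had a log2 ratio of −0.022 ± 0.13 (SD, n = 3, adjusted p = 0.921 from limma). Other probes of the same name rose. The transporter from 4750846 to 4752171 had a log2 ratio of 1.84 ± 0.29 and that from 4988422 to 4989756 one of 1.63 ± 0.27 (SD, n = 3 for each), with adjusted p of 0.000734 and 0.00108 from limma. Of 34 major facilitator genes tested, these 2 rose, 0 fell and 32 did not pass, with 2 when adjusted over the list alone, and the list had an adjusted p of 0.692 from limma's camera test (adjusted p = 0.770 with an estimated correlation).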

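The gene *cheY* (PP4340, 4930994 to 4931368) had a log2 ratio of 1.48 in replicate 2 and 2.03 in replicate 3, a mean of 1.76 ± 0.39 (SD, n = 2). Both of its spots in replicate 1 carry the letter X, so it was not among the probes tested. With these spots kept, replicate 1 had 1.80, and the mean of 1.77 ± 0.27 (SD, n = 3) passed limma's test over all probes (adjusted p = 0.00393). The *cheY* probe is among the 54 whose rise is in doubt, since the brightness of their spots as a set did not show it.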

The DIMBOA-responsive gene *cheY* (PP4340) is a chemotactic response regulator in bacteria [45]. Furthermore, benzoate chemotaxis in *P. putida* PRS2000 depends on a methyl-accepting chemotaxis transducer (M-ACT) and an aromatic acid:H^+^ symporter (AAHS), PcaK [46]. Our transcriptome analysis identified the M-ACT homologue PP4888, and two genes, PP2241 and PP2604, belonging to the Major Facilitator Superfamily (MFS) of AAHS transporters [47]. 

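The probe for a methyl-accepting chemotaxis transducer at the place of PP4888 (5555691 to 5557724) had a log2 ratio of −0.0052 in replicate 2 and 2.11 in replicate 3, and was not tested because its spot with a value in replicate 1 carries the letter X. With that spot kept, replicate 1 had 0.62, and the mean of 0.91 ± 1.09 (SD, n = 3) did not pass (adjusted p = 0.540 from limma). The deposited columns for this probe differ: in replicate 2 one spot has 0.45 from the intensities, used here, but −0.30 in the log2 column, and in replicate 3 its pair of spots has log2 ratios of 1.90 and 2.32 from the intensities, but −0.21 and −0.014 in the series table. The major facilitator transporter at the place of PP2241 (2556108 to 2557364) had −0.24 ± 0.20 (SD, n = 3, adjusted p = 0.450 from limma) and was below 0 in 3 of 3 replicates. Both places were found by product name and gene order, since the array gives no locus numbers.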

Of the two latter genes, only PP2604 shares common features with *pcaK* (STRING v.9 database) [48]. On the basis of these motility-related transcription patterns, we considered the possibility that DIMBOA acts as a chemo-attractant for *P. putida*. This hypothesis was confirmed by our subsequent chemotaxis assays, demonstrating positive taxis of *P. putida* KT2440 towards DIMBOA (**Figure 4**).

*P. putida* KT2440 is relatively tolerant of DIMBOA in comparison to other soil bacteria (**Figure 2A**). We subsequently found that *P. putida* KT2440 accelerates degradation of DIMBOA and its direct break-down product MBOA (**Figure 2B**), indicating BX catabolism [20]. Such a mode of tolerance is supported by our transcriptome analysis, which revealed seven DIMBOA-inducible genes that may be associated with degradation of *N*-heteroaromatic compounds (**Table S1**). These genes include *nuoCD* (PP4121) and *nuoG* (PP4124), which encode subunits of NADH dehydrogenase I, PP4690 encoding a Rieske 2Fe-2S family subunit of soluble dioxygenases, PP0256 encoding a molybdopterin oxidoreductase, PP4661 encoding a putative oxidoreductase, and the α/β hydrolase-fold Superfamily genes PP4540 and PP4551, members of which catalyse degradation of the *N*-heteroaromatic compound 1*H*-3-hydroxy-4-oxoquinoline by *P. putida* 33/1 [49]. 

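Of the 8 loci that Table S1 marks for degradation of *N*-heteroaromatic compounds, 7 were tested at the place of the locus and 2 rose in the test over all probes, *nuoCD* and *nuoG*. By product name alone, 7 of the 8 have a probe of the same name that rose, in most cases at another place on the chromosome. The study chose these loci on the same samples, so their number is not independent evidence of the direction.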

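At PP4540 and PP4551 the α/β fold hydrolases had log2 ratios of 0.31 ± 0.25 and 0.19 ± 0.24 (SD, n = 3, adjusted p = 0.404 and 0.531 from limma, and 0.0491 and 0.149 adjusted over the Table S1 loci alone), and at PP0256 the molybdopterin oxidoreductase had −0.11 ± 0.052 (SD, n = 3, adjusted p = 0.575 from limma). The putative oxidoreductase at PP4661 had 0.36 ± 0.54 (SD, n = 3, adjusted p = 0.528 from limma) and the Rieske 2Fe-2S protein at PP4690 0.12 ± 0.44 (SD, n = 2, not tested). Probes of the same names elsewhere on the chromosome rose: the hydrolases at 2934281 and 4707407 3.52-fold and 3.37-fold higher, a molybdopterin oxidoreductase at 5214373 3.36-fold and an oxidoreductase at 6021784 3.29-fold (adjusted p at most 0.000295 from limma). Of 8 α/β hydrolases tested, 2 rose, 0 fell and 6 did not pass, with 2 when adjusted over the list alone. As a list they had a median of 0.21 and an adjusted p of 0.000214 from limma's camera test. With an estimated correlation the adjusted p was 0.770, but that test has little power with n = 3 and cannot decide the question. Without the 2 that rose the median was 0.13. The list was written after Table S1 had been read, and Table S1 was chosen on the same samples. The result for the list is therefore not independent evidence. Of 4 Rieske and molybdopterin oxidoreductases, 1 rose and 3 did not pass, with 1 when adjusted over the list alone (adjusted p = 0.343 from camera, 0.770 with an estimated correlation). Of 24 genes on the list of benzoate and protocatechuate catabolism, whose match by product words also took para-aminobenzoate synthase, 1 rose, the regulator gene *catR* at 1.68 ± 0.18 (SD, n = 3), 0 fell and 23 did not pass, with 1 when adjusted over the list alone, and catechol 1,2-dioxygenase, which opens the aromatic ring, had 0.19 ± 0.032 (SD, n = 3). Of 5 genes of phenylacetate catabolism, 0 rose and 0 fell, with 0 when adjusted over the list alone. Camera gave adjusted p of 0.343 and 0.907 for the last pair of lists (0.770 and 0.887 with an estimated correlation).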

We conclude that this mechanism of BX tolerance provides *P. putida* KT2440 with a competitive advantage over other micro-organisms in exploiting the maize rhizosphere.

Our soil-based colonisation assays revealed that *P. putida* cells colonise maize roots of DIMBOA-synthesising lines in greater numbers than roots of DIMBOA-deficient lines. Although BX-dependent rhizosphere attraction of *P. putida* occurred in both autoclaved and non-autoclaved soil (**Figure 5**), the difference in *P. putida* colonisation between *BX1* and *bx1* lines in non-autoclaved soil was only consistent between both lines during relatively young developmental stages of the plants (**Figure 5B**). This age-dependent decline in *P. putida* response to BXs concurs with our finding that DIMBOA root exudation declines steadily as seedlings age (**Figure 1**). In autoclaved soil however, this age-dependence was unclear. Autoclaved soil provides a much less competitive environment for introduced *P. putida* cells than non-autoclaved soil. It is therefore possible that the lower DIMBOA exudation rates of older plants remains sufficient to attract bacteria from non-autoclaved soil to the rhizosphere. Alternatively, it is possible that HDMBOA-glc, which did not show a noticeable age-dependent decline in exudation rate (**Figure 1**), contributes to bacterial recruitment at later developmental stages of the host plant. In both autoclaved and non-autoclaved soil, numbers of other rhizosphere bacteria were similar between roots of *BX1* and *bx1* plants (**Figure 5**). The difference in response to BX-exuding roots between *P. putida* and other rhizobacteria indicates that the composition of the rhizophere microbial community is strongly influenced by the presence of DIMBOA in root exudates of the host plant. Apart from direct anti-microbial effects, DIMBOA root exudation may have an additive effect considering that DIMBOA-exposed *P. putida* showed enhanced expression of the *phzF* gene (**Table S1**), which encodes an enzyme in the biosynthesis of the broad-spectrum antibiotic phenazine [50]. 

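The PhzF family gene PP4315 (4906008 to 4906796) was 3.28-fold higher with DIMBOA. Its log2 ratio was 1.65, 1.68 and 1.82 in the replicates, a mean of 1.71 ± 0.091 (SD, n = 3, adjusted p = 0.000208 from limma). The array names it by its protein family, and it has 1 probe of that name. This probe is among the 54 whose rise is in doubt, since the brightness of their spots as a set did not show it.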

Other studies have revealed bacterial attraction to primary metabolites in plant roots: L-leucine and L-malate attract *P. fluorescens* to tomato roots [51], while L-malate was found to promote attraction of *Bacillus subtilis* to the rhizosphere of *Arabidopsis thaliana* [4]. To our knowledge, DIMBOA is the first allelochemical shown to act as a chemo-attractant for beneficial rhizobacteria, and may explain why *P. putida* KT2440 is such a successful coloniser of the maize rhizosphere [29]. Our discovery also strengthens the notion that certain bacteria have acquired the ability to detoxify aromatic plant compounds, allowing them to exploit the energy-rich rhizosphere of plant roots exuding allelochemical compounds. These same bacteria can be exploited for the remediation of aromatic pollutants and herbicides [10].

In summary, our study has shown that root exudation of BXs attracts plant beneficial rhizobacteria. Although BX biosynthesis is mostly developmentally regulated [12], recent evidence has revealed that BX production by maize seedlings is to a certain extent responsive to environmental stimuli [52], [53]. It would therefore, be interesting to examine BX-dependent effects on rhizobacteria during adaptive interactions between above- and below-ground defences. Our study also provides important knowledge for agricultural programmes aiming at sustainable yield improvement of cereal crops. Management of soil-borne diseases has proved problematic, because plant roots are relatively inaccessible to fungicidal chemicals. Furthermore, growth promotion by excessive soil fertilisation can have detrimental environmental impacts. Selection of cereal varieties with increased capacity for BX root exudation may lead to crops with an improved ability to recruit disease-suppressive and growth-promoting rhizosphere communities, reducing the need for repeated applications of fungicides and fertilisers. However, there is evidence that the specialist herbivore Western Corn Rootworm (*Diabrotica virgifera*) uses root-exuded BXs, such as DIMBOA and MBOA, as feeding cues [40], [54]. The potential for crop improvement by selection for increased BX exudation should therefore be approached with caution. On the other hand, the accelerated degradation of DIMBOA and MBOA by *P. putida* (**Figure 2B**) may interfere with host location by *D. virgifera*, presenting a potential opportunity for biocontrol of this pest

## Supporting Information

Table S1 Functional annotation of *Pseudomonas putida* KT2440 genes with a statistically significant induction at 1 h after exposure to 5 µg mL^−1^ DIMBOA. Presented are 36 genes with annotated functions out of a total of 55 DIMBOA-inducible genes.

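Table S1 gives locus numbers, while the array gives product names and positions. Of the 36 loci, 17 have a product name found once on the array, in the order of the locus numbers, and 18 were placed by name between these. The remaining one, *catR* (PP3617), was matched by its symbol at a position out of order. At 25 of the 36 names, a probe of that name rose in limma, and at 34 with the X spots kept. For the probe matched to the locus itself, *catR* included, these numbers were 15 and 22. Some names are shared by many probes: 99 match that of PP4929, 37 that of PP4602 and 33 that of PP2241 and PP2604. A called probe of such a name is weak evidence for the locus. With the X spots kept, 14 loci were below a log2 ratio of 1.5 or had no value on all 3 arrays, and for 12 of these a probe of the same name elsewhere lay above 1.5. The exceptions are *rpoD* and PP0281.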

(XLSX)

## References

[1] Rangel-Castro JI, Killham K, Ostle N, Nicol GW, Anderson IC (2005). Stable isotope probing analysis of the influence of liming on root exudate utilization by soil microorganisms.. Environ Microbiol.

[2] Whipps JM (2001). Microbial interactions and biocontrol in the rhizosphere.. J Exp Bot.

[3] Haichar FZ, Marol C, Berge O, Rangel-Castro JI, Prosser JI (2008). Plant host habitat and root exudates shape soil bacterial community structure.. ISME J.

[4] Rudrappa T, Czymmek KJ, Pare PW, Bais HP (2008). Root-secreted malic acid recruits beneficial soil bacteria.. Plant Physiol.

[5] Lugtenberg BJJ, Dekkers LC (1999). What makes *Pseudomonas* bacteria rhizosphere competent?. Environ Microbiol.

[6] Sofie D, Jos V, Yaacov O (2003). Plant growth-promoting effects of Diazotrophs in the rhizosphere.. Crit Rev Plant Sci.

[7] Lugtenberg B, Kamilova F (2009). Plant-growth-promoting Rhizobacteria.. Ann Rev Microbiol.

[8] Handelsman J, Stabb EV (1996). Biocontrol of soilborne plant pathogens.. Plant Cell.

[9] Van Wees SCM, Van der Ent S, Pieterse CMJ (2008). Plant immune responses triggered by beneficial microbes.. Cur Opinion Plant.

[10] Parales RE, Harwood CS (2002). Bacterial chemotaxis to pollutants and plant-derived aromatic molecules.. Cur Opinion Microbiol.

[11] Harwood CS, Rivelli M, Ornston LN (1984). Aromatic acids are chemoattractants for *Pseudomonas putida*.. J Bacteriol.

[12] Frey M, Schullehner K, Dick R, Fiesselmann A, Gierl A (2009). Benzoxazinoid biosynthesis, a model for evolution of secondary metabolic pathways in plants.. Phytochem.

[13] Niemeyer HM (2009). Hydroxamic acids derived from 2-hydroxy-2*H*-1,4-benzoxazin-3(4*H*)-one: key defense chemicals of cereals.. J Agric Food Chem.

[14] Niemeyer HM (1988). Hydroxamic acids (4-hydroxy-1,4-benzoxazin-3-ones), defence chemicals in the gramineae.. Phytochem.

[15] Morant AV, Jorgensen K, Jorgensen C, Paquette SM, Sanchez-Perez R (2008). Beta-Glucosidases as detonators of plant chemical defense.. Phytochem.

[16] Glauser G, Marti G, Villard N, Doyen GA, Wolfender JL (2011). Induction and detoxification of maize 1,4-benzoxazin-3-ones by insect herbivores.. Plant J.

[17] Ahmad S, Veyrat N, Gordon-Weeks R, Zhang Y, Martin J (2011). Benzoxazinoid metabolites regulate innate immunity against aphids and fungi in maize.. Plant Physiol.

[18] Niemeyer HM, Perez FJ (1994). Potential of Hydroxamic Acids in the control of cereal pests, diseases, and weeds..

[19] Woodward MD, Corcuera LJ, Helgeson JP, Upper CD (1978). Decomposition of 2,4-dihydroxy-7-methoxy-2*H*-1,4-benzoxazin-3(4*H*)-one in aqueous solutions.. Plant Physiol.

[20] Kumar P, Gagliardo RW, Chilton WS (1993). Soil transformation of wheat and corn metabolites MBOA and DIM_2_BOA into aminophenoxazinones.. J Chem Ecol.

[21] Krogh SS, Mensz SJ, Nielsen ST, Mortensen AG, Christophersen C (2006). Fate of benzoxazinone allelochemicals in soil after incorporation of wheat and rye sprouts.. J Agric Food Chem.

[22] Chase WR, Nair MG, Putnam AR, Mishra SK (1991). 2,2′-oxo-1,1′-azobenzene: microbial transformation of rye (*Secale cereale* L.) allelochemical in field soils by *Acinetobacter calcoaceticus*: III.. J Chem Ecol.

[23] Friebe A, Vilich V, Hennig L, Kluge M, Sicker D (1998). Detoxification of Benzoxazolinone allelochemicals from wheat by *Gaeumannomyces graminis* var. *tritici*, *G. graminis* var. *graminis*, *G. graminis* var. *avenae*, and *Fusarium culmorum*.. Appl Environ Microbiol.

[24] Friebe A, Wieland I, Schulz M (1996). Tolerance of *Avena sativa* to the allelochemical benzoxazolinone. Degradation of BOA by root-colonizing bacteria.. J Appl Bot-Ang Botanik.

[25] Anzai K, Isono K, Okuma K, Suzuki S (1960). The new antibiotics, questiomycins A and B.. J Antibiotics.

[26] Gerber NN, Lechevalier MP (1964). Phenazines and Phenoxaziones from *Waksmania aerata* sp. nov. and *Pseudomonas iodina**.. Biochem.

[27] Gagliardo R, Chilton W (1992). Soil transformation of 2(3*H*)-benzoxazolone of rye into phytotoxic 2-amino-3*H*-phenoxazin-3-one.. J Chem Ecol.

[28] Matilla MA, Ramos JL, Bakker PAHM, Doornbos R, Badri DV (2010). *Pseudomonas putida* KT2440 causes induced systemic resistance and changes in *Arabidopsis* root exudation.. Environ Microbiol Rep.

[29] Molina L, Ramos C, Duque E, Ronchel MC, García JM (2000). Survival of *Pseudomonas putida* KT2440 in soil and in the rhizosphere of plants under greenhouse and environmental conditions.. Soil Biol Biochem.

[30] Dechesne A, Pallud C, Bertolla F, Grundmann GL (2005). Impact of the microscale distribution of a *Pseudomonas* strain introduced into soil on potential contacts with indigenous bacteria.. Appl Environ Microbiol.

[31] Nelson KE, Weinel C, Paulsen IT, Dodson RJ, Hilbert H (2002). Complete genome sequence and comparative analysis of the metabolically versatile *Pseudomonas putida* KT2440.. Environ Microbiol.

[32] Miyakoshi M, Shintani M, Terabayashi T, Kai S, Yamane H (2007). Transcriptome analysis of *Pseudomonas putida* KT2440 harboring the completely sequenced IncP-7 Plasmid pCAR1.. J Bacteriol.

[33] Dabney AR, Storey JD (2007). A new approach to intensity-dependent normalization of two-channel microarrays.. Biostatistics.

[34] Saeed AI, Sharov V, White J, Li J, Liang W (2003). TM4: A free, open-source system for microarray data management and analysis.. Biotechniques.

[35] Tusher VG, Tibshirani R, Chu G (2001). Significance analysis of microarrays applied to the ionizing radiation response.. Proc Natl Acad Sci U S A.

[36] Agrios GN (2005). Plant Pathology.

[37] Jones DL, Nguyen C, Finlay RD (2009). Carbon flow in the rhizosphere: carbon trading at the soil-root interface.. Plant Soil.

[38] Song YY, Cao M, Xie LJ, Liang XT, Zeng RS (2011). Induction of DIMBOA accumulation and systemic defense responses as a mechanism of enhanced resistance of mycorrhizal corn (*Zea mays* L.) to sheath blight.. Mycorrhiza.

[39] Linderman RG (1988). Mycorrhizal interactions with the rhizosphere microflora - the Mycorrhizosphere Effect.. Phytopathol.

[40] Robert CAM, Veyrat N, Glauser G, Marti G, Doyen GR (2012). A specialist root herbivore exploits defensive metabolites to locate nutritious tissues.. Ecol Lett.

[41] Maresh J, Zhang J, Lynn DG (2006). The innate immunity of Maize and the dynamic chemical strategies regulating Two-Component signal transduction in *Agrobacterium tumefaciens*.. Chem Biol.

[42] Nakazawa T (2002). Travels of a *Pseudomonas*, from Japan around the world.. Environ Microbiol.

[43] Ramos-Gonzalez MI, Campos MJ, Ramos JL (2005). Analysis of *Pseudomonas putida* KT2440 gene expression in the maize rhizosphere: In vitro expression technology capture and identification of root-activated promoters.. J Bacteriol.

[44] Matilla MA, Espinosa-Urgel M, Rodriguez-Herva JJ, Ramos JL, Ramos-Gonzalez MI (2007). Genomic analysis reveals the major driving forces of bacterial life in the rhizosphere.. Genome Biol.

[45] Wolanin PM, Webre DJ, Stock JB (2003). Mechanism of phosphatase activity in the chemotaxis response regulator CheY.. Biochem.

[46] Harwood CS, Nichols NN, Kim MK, Ditty JL, Parales RE (1994). Identification of the *pcaRKF* gene cluster from *Pseudomonas putida*: involvement in chemotaxis, biodegradation, and transport of 4-hydroxybenzoate.. J Bacteriol.

[47] Pao SS, Paulsen IT, Saier MH (1998). Major facilitator superfamily.. Microbiol Mol Biol Rev.

[48] Szklarczyk D, Franceschini A, Kuhn M, Simonovic M, Roth A (2011). The STRING database in 2011: functional interaction networks of proteins, globally integrated and scored.. Nucl Acids Res.

[49] Fischer F, Kunne S, Fetzner S (1999). Bacterial 2,4-dioxygenases: new members of the alpha/beta hydrolase-fold superfamily of enzymes functionally related to serine hydrolases.. J Bacteriol.

[50] Blankenfeldt W, Kuzin AP, Skarina T, Korniyenko Y, Tong L (2004). Structure and function of the phenazine biosynthetic protein PhzF from *Pseudomonas fluorescens*.. Proc Natl Acad Sci U S A.

[51] de Weert S, Vermeiren H, Mulders IHM, Kuiper I, Hendrickx N (2002). Flagella-driven chemotaxis towards exudate components is an important trait for tomato root colonization by *Pseudomonas fluorescens*.. Mol Plant-Microbe Interact.

[52] Erb M, Flors V, Karlen D, de Lange E, Planchamp C (2009). Signal signature of aboveground-induced resistance upon belowground herbivory in maize.. Plant J.

[53] Erb M, Gordon-Weeks R, Flors V, Camanes G, Turlings TC (2009). Belowground ABA boosts aboveground production of DIMBOA and primes induction of chlorogenic acid in maize.. Plant Signal Behaviour.

[54] Bjostad LB, Hibbard BE (1992). 6-Methoxy-2-benzoxazolinone: a semiochemical for host location by Western Corn Rootworm larvae.. J Chem Ecol.

How the deposited data were processed for this re-analysis (not part of the article)

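Transcript levels of *P. putida* KT2440 were measured in 3 independent experiments, each comparing cells after 1 hour in 5 µg/mL DIMBOA (0.023 mM) in M9 medium with control cells on a 2-colour KT2440 array. The authors scanned the arrays with a GenePix 4000B scanner, processed them with TM4 and merged the dye swaps of each replicate. The deposited files hold, per spot, the normalised intensity of both channels, their ratio and log2 ratio, a flag letter and a median brightness per dye, and the authors' series table holds the log2 ratios. The paper states a dye-swap normalisation after Dabney and Storey and the use of TM4; the meaning of the flag letter X was not found in its text, and the hybridisations before merging were not analysed here.

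The log2 of DIMBOA over control intensity was computed from the deposited intensities and followed the deposited log2 column within 0.01 except at 2 spots of replicate 2, and that column followed the series table except at 2 spots of replicate 3. Spots without a value, DMSO control spots and spots with the letter X were left out, which left 8375, 8029 and 8440 spots and 4513, 4396 and 4644 probes in replicates 1, 2 and 3. The median intensity was 23881, 32644 and 19314 for control and 23989, 32996 and 19502.5 for DIMBOA. Spots of one probe were averaged on the log2 scale. Loess was to be added where an array's median lay more than 0.1 from 0 or its trend spanned over 0.5, and neither occurred. The medians of the series table were −0.0056, −0.014 and −0.018.

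The 3761 probes measured on all 3 arrays were tested with limma 3.58.1 in R 4.3.3, by lmFit with an intercept and eBayes, at a Benjamini-Hochberg adjusted p under 0.05. SAM was written in R after the method that the paper cites, with Δ = 1.2, all 8 sign flips of the replicates, and the same sign required in all 3 replicates. Because each array holds both conditions of a replicate, the comparison is paired within replicates. Of 24 gene lists, 20 with at least 3 measured members were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation. With 3 arrays the correlation is poorly estimated, and the test that uses it has little power. The array gives no locus numbers, so lists were matched by product names, and the lists of nicotinate catabolism, the TCA cycle, glucose metabolism and proline and alanine catabolism, written mostly as gene symbols, matched too few probes to be tested, although the array has genes of some of these pathways under product names. The gene table supplied for this strain is from another assembly and was not used for names. The gene lists, tests, alternatives and the rule for named genes were set before the data were examined. The rule took every locus of Table S1 and of the paper's text, the 10 probes with the highest and the 10 with the lowest limma statistic among those of one sign in all replicates, up to 4 members of each list with the largest statistic, and genes beside the called ones. Table S1 had been read by then.

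The tests were tried on simulated data for the 3761 probes and 3 replicates. Of 100 probes changed by a log2 of 1, limma called 91% and SAM 98%, and of 100 changed by a log2 of 2, limma called 99% and SAM 100%, with 13 false calls in limma and 41 in SAM. The alternatives were centring on array medians, loess, subtraction of print block medians, leaving out the probes of lowest intensity (0.25 of all), an offset of 50 in both channels, the series table, an intensity trend with the robust option in limma, probes measured on at least 2 arrays, leaving out each replicate, and other SAM and camera settings. Keeping the X spots, and testing chromosome probes alone, were added after the values had been seen. The number of arrays limits the precision.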

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

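The comparison with the median brightness, the test on genes within 100 bases, the correlations and spread among the 54 probes, the interval for the region and the test of slide position within the same genome region were chosen only after the result was seen.

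Probes outside the chromosomal genes that the paper discusses also rose with DIMBOA. The probe for *xylJ* of plasmid pWW0, a plasmid that KT2440 lacks, had a mean log2 ratio of 1.70 (adjusted p = 0.00118 from limma). The probes named trpC (KNT) and REP (JLR), whose names give no chromosome position, had 1.92 and 1.66 (adjusted p = 0.000208 from limma for each). The sensor histidine kinase, which is not in Table S1, had 0.51 (adjusted p = 0.0469 from limma). With the X spots kept it did not pass (adjusted p = 0.367 from limma). Each of these probes was higher in 3 of 3 replicates.

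The log2 ratios of 42 of the 43 called probes, *xylJ*, trpC (KNT) and REP (JLR) included but not the sensor histidine kinase, stand apart from all others between 1.61 and 2.01. Against an induction of whole transcripts, genes on the same strand within 100 bases of the 54 probes above 1.5 (with the X spots kept) had a median log2 ratio of −0.026 (95% bootstrap interval −0.064 to 0.043, 39 genes, with 0 of the 54 among them), and the highest of them had 0.33. A shift introduced between the scan and the merged intensities stays open: the block-centred log2 ratio of the median brightness at these spots was at most 0.046 in any replicate, while it was 0.66, 1.25 and 1.21 at other spots with a merged log2 ratio above 1. A ratio present only in the swapped hybridisation, which was not analysed here, also stays open. An expression change would be expected with either dye order. Induction of its own gene cannot raise *xylJ*, of a plasmid that KT2440 lacks. For the 54 probes as a set, these brightness ratios of at most 0.046 argue against induction of single genes as well. The hybridisations before merging would be needed to settle this. Across the 54 probes the replicates correlated at −0.035, −0.19 and −0.13 (Pearson, across probes, which are not independent replicates; permutation p = 0.803, 0.171 and 0.350), and their means had an SD of 0.093, where the spread between replicates alone gives 0.11.

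Of the 36 loci of Table S1, 29 lie above PP4100 (80.6%), against 24.7% of the chromosomal probes tested (permutation p = 1e-05, the smallest that 100000 draws can give). The cut at PP4100 was set after these loci had been seen to lie mostly above it. The p is therefore not an independent test. For 12 of these loci the probe was below 1.5 or had no value on all 3 arrays while a probe of the same name elsewhere was above it, and of the 51 chromosomal probes above 1.5, by their own position, 31 (60.8%) lie there. The array was printed in genome order, with all 1301 chromosomal probes above PP4100 in the first 4 of 12 bands of print blocks. Against a shift shared by the spots of a block, the median of the tested loci after subtraction of block medians was 1.005 of its value before. Against a rise shared by the region as the source of ratios above 1.5, other genes above PP4100 were 0.013 above the rest. In the replicates this was 0.0093, 0.0082 and 0.0126, and the 95% bootstrap interval over genes, which are not independent replicates, was 0.0035 to 0.022. Whether this small difference belongs to the region or to its print bands was not tested. A dependence on the place of single spots stays open. In each of the first 4 bands, 85.1% to 85.6% of the genes lie above PP4100. Of the 36 probes above 1.5 in these bands, 52.8% lay in the first band, where 25.1% of the probes are (permutation p = 0.0003).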

How the results depend on the processing

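The number of probes called higher kept within 1.5 times of 43 in limma (38 to 55) and of 44 in SAM (38 to 61) under every change of normalisation, source, filter and replicate, and no named gene that passed the test changed its direction. Without a replicate, limma called 42 to 50 probes and 42 of the 43 each time. Counts that moved further were 233 at an unadjusted p under 0.05 in limma, 114 in SAM with s0 set to 0 (with 266 lower, at a false discovery rate of 31.7%) and 74 with duplicate spots as separate features. Probes higher in every remaining replicate numbered 901 to 1116 with a replicate left out, since 2 replicates have one sign more often than 3. Degradation loci fell from 2 to 1 with the probes of lowest intensity left out, as fewer genes were tested. Gene lists passing camera numbered 1 at first, 3 with these left out, 1 to 3 without a replicate and 0 with an estimated correlation. The test with an estimated correlation has little power with 3 arrays. Without replicate 1, ribosomal proteins and sigma factors were added, and without replicate 3 the *nuo* genes; the cause was not tested. The mean correlation of replicates across probes was 0.50 with Pearson's r and 0.19 with Spearman's rho. An intensity trend in limma leaves SAM and the counts of one sign without a new value. The X spots kept and chromosome probes alone were chosen after seeing the data. Replicates were few, and 1414 to 1610 spots per array carry the letter X.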

Differences from the paper's values

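For the count of Table S1 loci called by SAM at Δ = 1.2, the paper's value is 36 and the value here, at the place of each locus on the array or, for *catR*, at the probe of its symbol out of order, is 15. Only 24 of the 36 loci were tested, and the 12 not tested could not be called. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's value: the highest, 20, was reached with probes measured on at least 2 arrays and without replicate 1, and the lowest was 12 with the probes of lowest intensity left out. Keeping the X spots, chosen after seeing the values, gave 22 and left 14 of the paper's 36 loci without a call. Counted by product name in limma, 25 of 36 had a called probe, and 34 with the X spots kept.

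Of the loci for degradation, Table S1 marks 8, of which the paper's text names 7 as degradation genes and treats PP2604 as a transporter. The value here is 2, and no alternative set before the data were examined gave more than 2. By product name it was 7 in limma, and 8 with the X spots kept, a setting chosen after seeing the values.

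Neither chemotaxis locus was tested here, because their spots with a value in replicate 1 carry the letter X. For these loci the paper's value is 2 and the value here is 0 for that reason, or 1 by product name in limma, from the transducer at 2639175. With probes measured on at least 2 arrays, and without replicate 1, it was 1, *cheY*, and it was 0 under the other alternatives set before the data were examined. Keeping the X spots, chosen after seeing the values, gave 1, without a call for PP4888, and 2 by product name.

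The paper names PP0256, PP2241, PP2604, PP4540, PP4551 and PP4661 as induced. At the places of these loci the log2 ratios were −0.11, −0.24, −0.022, 0.31, 0.19 and 0.36, and none passed limma's test over all probes, nor SAM (PP4540 passed when adjusted over the Table S1 loci alone, adjusted p = 0.0491 from limma), while probes of the same names elsewhere rose. The paper lists *rpoD*, the ECF sigma factor PP4553 and the AraC regulator PP4602 as induced, and their log2 ratios here were 0.15, 0.018 and −0.14 (adjusted p = 0.505, 0.926 and 0.575 from limma). The 15 loci called here, *nuoCD*, *nuoG* and PP4315 among them, have the paper's direction, but no other outcome was possible. The paper lists only induced genes, chosen on these same samples, and limma called 0 probes lower. The paper's total is 55 induced genes by SAM, 36 with a function, at a false discovery rate of 0.85%. SAM gave 44 here, 28 with a function, at 0.877%, and with probes measured on at least 2 arrays 54, 36 with a function, at 11.9%. The rates found here rest on 8 sign flips and are coarse, so their closeness to the paper's says little. With the X spots kept, a setting chosen after seeing the values that leaves 14 of the paper's 36 loci without a call, SAM gave 61 at 2.64% and limma 55, of which 52 are chromosomal.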

Other observations

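The test of sign patterns and the median of neighbours with *nuoCD* and *nuoG* kept in were chosen only after the result was seen. Among gene groups not described above, ribosomal proteins had 51 members tested, of which 1, L9, rose, 0 fell and 50 did not pass (1 adjusted over the list alone), with a median of 0.044 and an adjusted p of 0.152 from limma's camera test. Of 10 genes of oxidative stress defence 0 rose and 0 fell, with 0 adjusted over the list alone and an adjusted p of 0.295. A catalase had a log2 ratio of 0.24 ± 0.11 and manganese superoxide dismutase 0.18 ± 0.12 (SD, n = 3 for each). Of 15 sigma factor and RNA polymerase genes 1 rose, the ECF factor (1 adjusted over the list alone, adjusted p = 0.0792), and of 11 chaperone genes 1, *hslV* (1 adjusted over the list alone, adjusted p = 0.708). With an estimated correlation the adjusted p of these 4 lists lay between 0.770 and 0.868.

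Of 32 genes of siderophores and iron uptake 0 rose and 0 fell, with 0 adjusted over the list alone and an adjusted p of 0.708 from camera. A TonB-dependent receptor had 0.97 ± 0.52 (SD, n = 3) without passing. Of 30 multidrug efflux genes 0 rose and 0 fell (0 adjusted over the list alone, adjusted p = 0.718), and an outer membrane protein of a solvent pump had 0.25 ± 0.062 (SD, n = 3). Of 69 LysR regulators 1 rose, at 1.70 ± 0.26 (SD, n = 3) from 5863010 to 5863879, with 1 adjusted over the list alone (adjusted p = 0.907). In the lists of ATP synthase (9 tested), polyhydroxyalkanoate metabolism (7, among them PhaD and PhaM, which lie beside genes of phenylacetate catabolism) and DNA repair (8) 0 rose and 0 fell, with 0 adjusted over the list alone, and camera gave adjusted p of 0.907, 0.708 and 0.983. Hypothetical proteins had 0.907, and with an estimated correlation the adjusted p of these 7 lists lay between 0.770 and 0.988. The lists of nicotinate catabolism, the TCA cycle and proline and alanine catabolism matched 0 probes, and of 2 matched for glucose metabolism 0 were measured; the array has genes of some of these pathways, such as succinyl-CoA synthetase and *putA*, under product names that the lists did not hold, so these pathways were not tested as lists.

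Genes beside the called ones on the same strand, or of the same named operon, with the called genes themselves left out, had a median log2 ratio of 0.0097 over 37 genes, against −0.024 for the other chromosomal genes (permutation p = 0.174 from 10000 random gene sets). With *nuoCD* and *nuoG*, which belong to each other's operon, kept in, the median over 39 genes was 0.023. The replicates correlated across probes at 0.49, 0.46 and 0.55 (Pearson), and at 0.059, 0.10 and 0.29 without the probes above 1.5. Genes are not independent replicates in such a correlation.

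With the sign of 1 replicate turned, limma called at most 0 probes, against 43 with the real signs (1 of 4 patterns reaches that number). With 4 patterns a share under 0.05 cannot be reached.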
